A study of Sus scrofa and Bos taurus with 31 samples. Its data were reported in "Functional annotations of three domestic animal genomes provide vital resources for comparative and agricultural research" (2021).

How the data were processed

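ATAC-seq was carried out on nuclei of 8 tissues from 2 cattle and 2 pigs, and 31 peak lists were analysed here, 1 per library, 15 from cattle and 16 from pigs. According to the study's methods, the pigs were castrated male littermates and the cattle intact males with the same sire. The methods describe trimming with Trim Galore, alignment with BWA mem, removal of alignments of low mapping quality with SAMtools and removal of duplicates with Picard for ChIP-seq reads, and steps specific to ATAC-seq such as a shift of read ends are not given in the sources used here. Peaks were called by the authors with MACS2 in broad mode with a q-value limit of 0.05. The assemblies were ARS-UCD1.2 for cattle and Sscrofa11.1 for pig. Each list belongs to a single library, so replicates were not pooled in the files analysed here.

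The lists have 9 columns without a header. The deposited score in column 5 is a whole number close to 10 times the −log10 q-value. The fold enrichment in column 7 is the ratio of signal to local background that the authors' caller gave, averaged over a broad peak. The last columns hold the deposited −log10 p-value and −log10 q-value, also averages over the peak. Scores, folds and q-values were used only to filter, rank or describe peaks. A q-value depends on the depth of its library, so a library sequenced more deeply can have more and weaker peaks. The lists give no depth and read numbers per library were not used here, so differences in list length were not adjusted for depth. No interval that needs a read count is given. Confidence intervals at 95% are Wilson intervals for shares of regions and cover counting error only.

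Samples were grouped by species and tissue from their labels, and the animal named in the label served as the replicate. Samples with the same animal name were taken to come from one animal, so the names pair the samples across tissues. The check of this pairing is the excess of overlap between different tissues of one animal, 0.00633 in cattle, over the 7 tissues with both animals, and -8.1e-05 in pigs on the Jaccard scale. Neither was past the threshold (exact two-sided permutation test, p = 0.0625 and 0.961). The pairing therefore rests on the labels alone. No list holds overlapping peaks, and the 31 lists had 31 different peak numbers, so none was deposited a second time unchanged.

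Differences in peak number and covered length were tested on the log2 scale by exact two-sided sign-flip permutation tests over tissues. Overlap of lists was measured by the Jaccard index in bases. Same-tissue against different-tissue pairs were tested by 100000 shuffles of the tissue labels with a fixed seed (one-sided). Brain tissues were tested over all 56 choices of 3 of 8 tissues (exact, one-sided), and animals by exchanging them within tissues in every combination (exact, two-sided). Regions were made by merging peaks of a species that share at least 1 bp. Shares of TSS proximal regions were tested by the sign-flip test over tissues, and ranks of marker genes by 100000 shuffles. The threshold on p was 0.05.

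The pig reference was NCBI's annotation release 106 of Sscrofa11.1, the assembly the study used, with 20674 protein-coding genes. The study used another annotation. All 270 sequence names in the pig lists were matched to the reference and no peak ran past the end of a sequence. A peak or region was TSS proximal when it lay within 2 kb of the TSS of a protein-coding transcript (47135 positions on sequences with peaks), otherwise near a non-coding TSS, then genic or intergenic. No cattle genome or annotation was used here. The TSS proximal share in cattle, the marker gene rank in cattle and the match of tissues between species by gene name were therefore not analysed here.

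The named genes were fixed before the data were examined. They were those the study's text names for a tissue (ALB and FOXA2 for liver, ETS1 and FLI1 for spleen) and 24 markers, which included ADIPOQ, PLIN1 and LEP for adipose, CBLN1, ZIC1 and GABRA6 for cerebellum, TBR1 and NEUROD6 for cerebral cortex, OTP, SIM1 and POMC for hypothalamus, ALB, APOH and SERPINC1 for liver, SFTPB, SFTPC and AGER for lung, ACTN3, CKM and MYOD1 for skeletal muscle, and CD79B and TLX1 for spleen. Some genes of both lists are not reported here by name, and the marker gene rank still covers all 24 markers. The named regions were, in each species, the 3 open in 1 tissue, each from a different tissue with both animals, with the highest value of the weaker animal's fold, and the 1 open in all 8 tissues with the highest minimum fold.

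Alternatives were q-value limits of 0.01 and 0.0001, autosomes only, lists of equal length, other overlap measures (a share of peaks overlapping by 1 bp, or reciprocally by 50%), merging of peaks closer than 500 bp, a TSS distance of 500 bp, gene windows of 50 kb or 2 kb around the TSS, counting peaks, and leaving out an animal or a tissue. A q-value limit of 0.05, merging of peaks closer than 1000 bp, leaving out cerebellum from the region shares and leaving out the hypothalamus library of M22 were added after the data were seen. For overlaps and region shares, lists of equal length held 37204 peaks in cattle and 99960 in pigs, the shortest list of each species. For covered length and the X chromosome, every list was cut to 37204 peaks. The statistics were tested on simulated peaks with known answers. The interval functions gave 0 disagreements with a count base by base in 50 simulations. With no planted signal, 3.5% of 200 simulations of 400 sites passed the threshold for replicate overlap, 2.5% for brain tissue overlap and 3% for same-animal overlap. The simulated lists were of nearly equal length, so these rates do not cover lists as unequal as the real ones. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.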

Results

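Chromatin accessibility was profiled by ATAC-seq, in which a transposase cuts and tags DNA that is not packed into nucleosomes, in 8 tissues of cattle and pigs. The tissues were adipose, cerebellum, cerebral cortex, hypothalamus, liver, lung, skeletal muscle and spleen. Each tissue was taken from 2 cattle (M08 and M22) and 2 pigs (P348 and P350), and cattle cerebellum was represented by M22 only. This gave 15 cattle libraries and 16 pig libraries, each with its own list of peaks, which are stretches of the genome where reads pile up above the local background. The lists hold no read counts, and the sequencing depth of each library was not used here. The length of the list and the bases it covers are given in its place.

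The number of peaks ranged from 37204 in the hypothalamus of M22 to 221848 in the lung of M08 in cattle, with a mean of 129593 ± 59662 (SD, n = 15 libraries). In pigs it ranged from 99960 in the skeletal muscle of P350 to 217308 in the cerebellum of P348, with a mean of 145253 ± 38320 (SD, n = 16 libraries). Peaks covered 84.1 ± 47.5 Mb (SD, n = 15) per cattle library and 98.8 ± 30.9 Mb (SD, n = 16) per pig library, the latter being 3.95% ± 1.24 (SD, n = 16) of the pig assembly. The median peak width of a library averaged 473 ± 80.3 bp (SD, n = 15) in cattle and 530 ± 64.2 bp (SD, n = 16) in pigs. In all 31 lists the lowest −log10 q-value lay just above 1, and between 1.54% and 20.9% of a library's peaks had a listed q-value above 0.05.

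To compare the extent of accessible chromatin between species, the animals of each species were averaged within a tissue and the 8 tissues were paired. The mean log2 difference in peak number, cattle minus pig, was -0.20 ± 0.57 (SD, n = 8 tissues), a ratio of 0.872, which an exact two-sided sign-flip permutation test did not separate from 0 (p = 0.406). Cattle had fewer peaks than pigs in 4 of the 8 tissues. Among the alternatives, leaving out M22 moved this value most, to -0.45 (exact p = 0.141, n = 7 tissues). The tissue furthest apart was hypothalamus, with 50176 ± 18345 peaks (SD, n = 2) in cattle and 126274 ± 29146 (SD, n = 2) in pigs. Spleen differed in the other direction, with 152701 ± 58840 peaks (SD, n = 2) in cattle and 104788 ± 692 (SD, n = 2) in pigs. Covered length differed by -0.31 ± 0.69 on the log2 scale (SD, n = 8 tissues; exact p = 0.25). With every list shortened to its 37204 best peaks, covered length was lower in cattle by a log2 difference of -0.19 (exact p = 0.0234, n = 8 tissues). With the number of peaks fixed, this value compares mean peak width and not the extent of accessible chromatin. The tests over tissues describe these 4 animals, since 2 animals against 2 cannot give a two-sided p below 0.333.

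**Figure D1:**
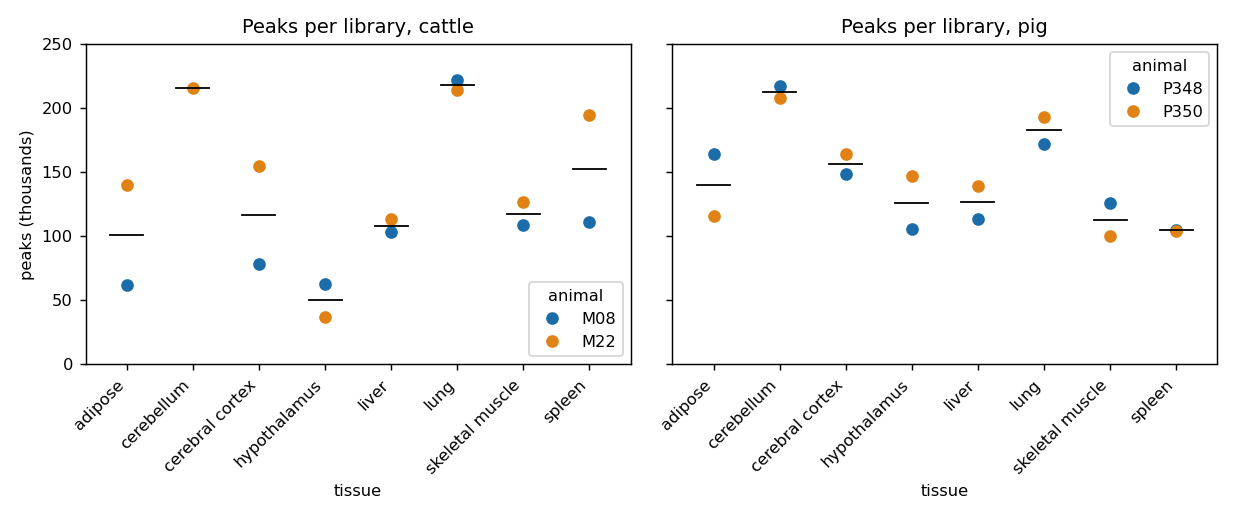
Number of peaks (vertical axis, in units of 1000) in each library by tissue (horizontal axis), for cattle on the left and pigs on the right. Points are libraries colored by animal and black bars are the mean of a tissue; cattle values run from 37204 in the hypothalamus of M22 to 221848 in the lung of M08.

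Because the length of a list moves every overlap measure, the animals of a species were also compared. M22 had on average 140062 peaks and M08 106880 over the 7 cattle tissues with both animals. The mean log2 difference of 0.36 ± 0.68 (SD, n = 7 tissues) was not distinguishable from 0 (exact two-sided sign-flip permutation test, p = 0.172). M22 had the longer list in 5 of the 7 tissues, by a ratio of up to 2.26 in adipose, and the shorter in hypothalamus, by a ratio of 0.589. The pigs differed by a log2 value of 0.02 ± 0.32 (SD, n = 8 tissues; exact p = 0.844), with P350 longer in 4 of 8 tissues. This pig difference changed sign, to -0.04, when only peaks with a q-value under 0.0001 were kept (exact p = 0.82).

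Reproducibility between animals and separation of tissues were assessed by the Jaccard index, the bases shared by 2 lists divided by the bases in either. In cattle, the index of the 7 pairs of libraries from the same tissue was 0.299 ± 0.105 (SD, n = 7 pairs), against 0.184 ± 0.0486 (SD, n = 98 pairs) for pairs from different tissues. The difference of 0.116 exceeded every one of 100000 shuffles of the tissue labels (one-sided permutation test, p = 1e-05, the smallest these shuffles can give). In pigs, the 8 same-tissue pairs had an index of 0.361 ± 0.0868 (SD, n = 8 pairs) and the 112 different-tissue pairs 0.208 ± 0.0369 (SD, n = 112 pairs), a difference of 0.153 (one-sided permutation test, p = 1e-05, likewise the smallest possible). Keeping only peaks with a q-value under 0.0001 moved these differences most, to 0.203 in cattle and 0.238 in pigs. In cattle the index was 0.444 in both skeletal muscle and lung, and with lists of equal length it was 0.618 and 0.619. In pigs skeletal muscle had the highest index, 0.536, and also with lists of equal length, 0.586. Adipose had the lowest in the whole lists, 0.192 in cattle, where the lists of the 2 animals differed in length by a ratio of 2.26, and 0.268 in pigs. With lists of equal length adipose stayed lowest in pigs, at 0.281, while in cattle hypothalamus was lowest, at 0.254, and adipose was at 0.365.

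The library most like a given library was the one from the same tissue of the other animal for 9 of 14 cattle libraries and 14 of 16 pig libraries. With lists of equal length within a species these counts were 11 of 14 and 15 of 16. The brain libraries that had a partner each had another brain library, of the same or another brain tissue, as the nearest, 4 of 4 in cattle and 6 of 6 in pigs.

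**Figure D2:**
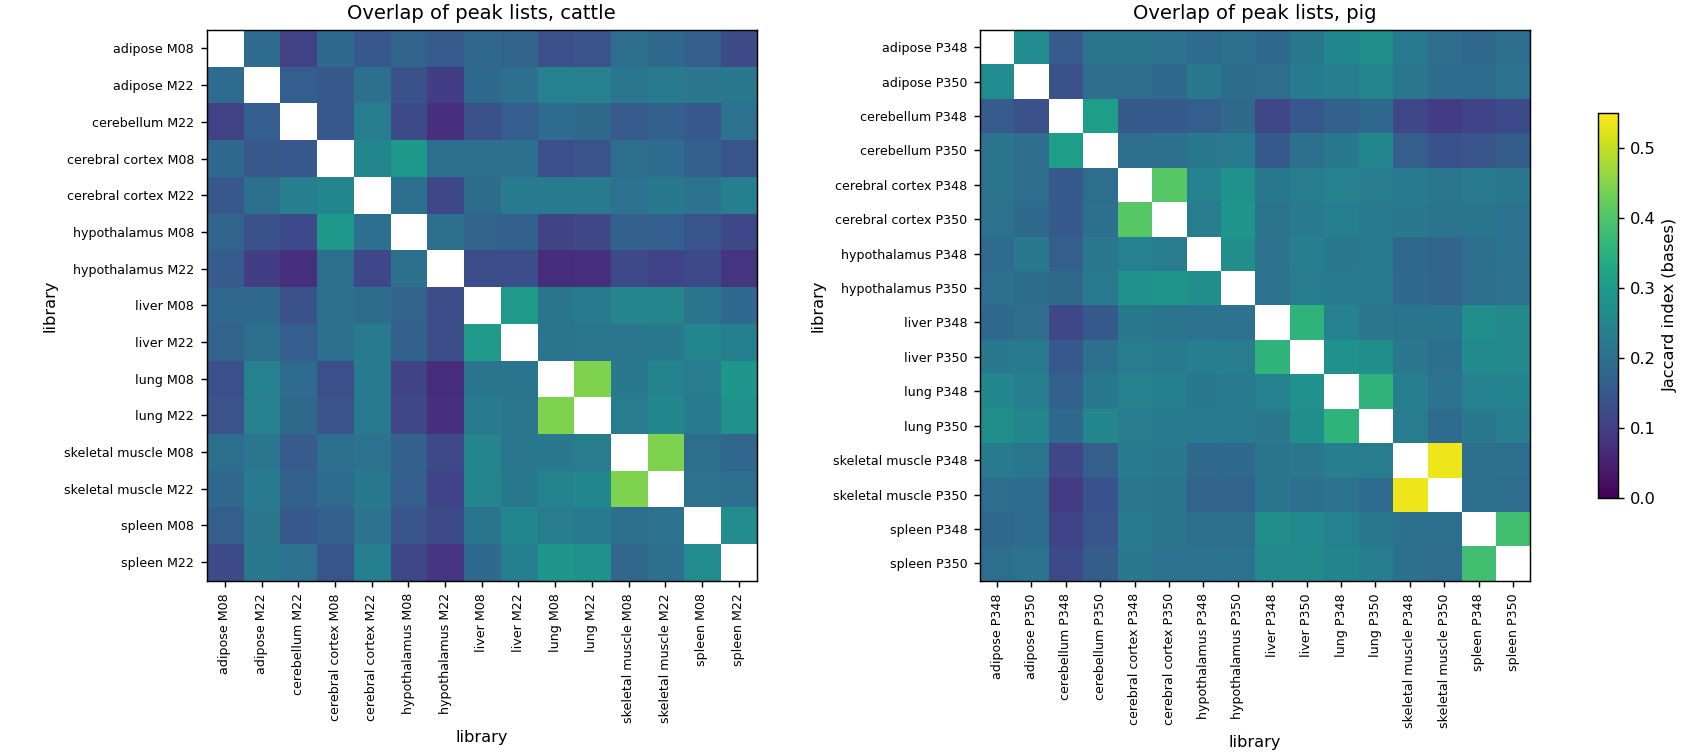
Jaccard index in bases between each pair of peak lists in cattle (left) and pigs (right), with libraries on both axes ordered by tissue and then animal, and the blank diagonal left out. Same-tissue pairs lie beside the diagonal and reach 0.444 in cattle, in skeletal muscle and lung, and 0.536 in pigs, in skeletal muscle.

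The study treated the 3 brain tissues together in part of its work, so overlap among cerebellum, cerebral cortex and hypothalamus was compared with overlap between a brain tissue and one of the 5 others. In cattle the mean index was 0.165 among brain tissues and 0.162 between brain and other tissues, and the difference of 0.00375 was not distinguishable from that of other choices of 3 tissues (exact one-sided permutation test over 56 choices, p = 0.446). In pigs the values were 0.214 and 0.196, with a difference of 0.0179 (exact p = 0.214). The cattle value depended on the animal. Without M08 it was -0.0235 (exact p = 0.679), and without M22, which also removes cerebellum, it was 0.125 (exact p = 0.0476, the smallest that 21 choices allow). With lists of equal length it was 0.0579 in cattle (exact p = 0.0179, the smallest possible) and 0.026 in pigs (exact p = 0.161). The pig value was 0.036 without P348 (exact p = 0.0357) and 3.0e-04 without P350 (exact p = 0.536).

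Libraries of different tissues from one animal were compared with those from both animals of a species, to measure how much the animal or its handling adds. Over the 7 cattle tissues with both animals, which leaves out cerebellum, the mean index was 0.191 within an animal and 0.184 between animals, a difference of 0.00633 (exact two-sided permutation test with animals swapped within tissues, p = 0.0625). In pigs both means were 0.208 and the difference was -8.1e-05 (exact p = 0.961).

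To describe tissue specificity, overlapping peaks of a species were merged into 504914 regions in cattle and 533944 in pigs. A region was counted as open in a tissue when both animals had a peak in it, except in cattle cerebellum, where the single library sufficed. By this rule 325563 cattle regions and 284109 pig regions were open in at least 1 tissue. Of these, 55.5% (95% Wilson confidence interval 55.3 to 55.6) were open in 1 tissue in cattle and 47.1% (46.9 to 47.3) in pigs. Regions open in all 8 tissues made up 3.57% (3.51 to 3.64) in cattle and 5.92% (5.84 to 6.01) in pigs. These intervals cover counting error only. Of the cattle regions open in 1 tissue, 60.5% came from cerebellum, which needed no second animal. With cerebellum left out of both species, an alternative chosen after the data were seen, regions open in 1 tissue were 46.8% in cattle and 45.4% in pigs. With cerebellum kept and only peaks of q under 0.0001, they were 57.9% and 57.7%. The alternative that moved the 1-tissue share most required peaks to cover 50% of the region, which gave 79.2% in cattle and 73.1% in pigs. For regions open in all 8 tissues, lists of equal length within a species gave 8.67% in cattle and 6.17% in pigs. These lists held 37204 peaks in cattle and 99960 in pigs, so this reversed order cannot compare the species. In the settings run alike in both species the cattle share stayed below the pig share.

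Cerebellum had the most regions open in that tissue only in both species, 109160 in cattle and 46460 in pigs. Hypothalamus had the fewest, 221 in cattle and 3026 in pigs. The counts depend on list length and on agreement of the animals. The cattle hypothalamus lists held 63147 and 37204 peaks with an index of 0.202, while cattle cerebellum needed only its 1 library. In pigs the hypothalamus lists were not the shortest, with a mean of 126274 peaks against 104788 in spleen, and their index was 0.272.

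**Figure D3:**
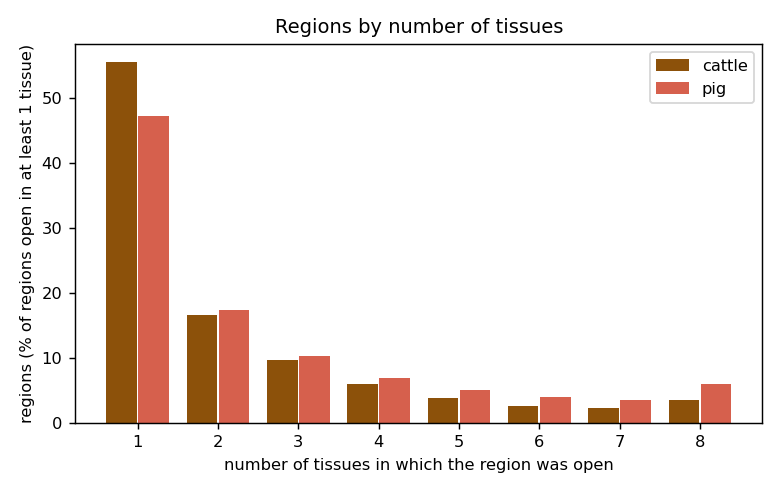
Share of regions (vertical axis, percent of regions open in at least 1 tissue) by the number of tissues in which they were open (horizontal axis), with cattle and pigs as separate bars. The share falls from 55.5% in cattle and 47.1% in pigs at 1 tissue to 2.24% and 3.43% at 7 tissues, and is 3.57% and 5.92% at 8 tissues.

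The regions open in 1 tissue with the highest fold enrichment, as the authors' peak caller listed it, in the weaker of the 2 animals were as follows. On the cattle assembly ARS-UCD1.2, a region of skeletal muscle on chromosome 6 (1513188 to 1513616) had folds of 16.95 in M08 and 17.05 in M22 and no peak in any library of another tissue. A lung region on chromosome 28 (26422761 to 26423179) had folds of 14.4 and 14.5, and 1 library of another tissue also had a peak there. A liver region on chromosome 6 (50386266 to 50387371) had folds of 16.2 and 12.9, and 4 libraries of other tissues had a peak there. Gene annotation of cattle was not used here. On the pig assembly Sscrofa11.1, a skeletal muscle region on chromosome 1 (221358925 to 221359302) lay in an intron of DOCK8, 132433 bp from the nearest protein-coding transcription start site (TSS), with folds of 18.9 in P348 and 19.9 in P350, and 1 library of another tissue also had a peak there. A liver region on chromosome 5 (24930531 to 24931336) was intergenic, 153341 bp from the TSS of SLC16A7, with folds of 16.1 and 13.2, and 2 libraries of other tissues had a peak there. A lung region on chromosome 7 (106271923 to 106272325) was intergenic, with folds of 12.1 in each animal and the nearest TSS 560203 bp away, and no library of another tissue had a peak there. The region open in all tissues with the highest minimum fold lay on an unplaced scaffold in both species. In cattle it spanned bases 7894 to 8194, with folds between 25.9 and 30.2 over 15 libraries. In pigs it spanned bases 1606 to 1975, with folds between 20.7 and 24.5 over 16 libraries, and overlapped no annotated gene.

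Pig peaks were placed relative to genes in the manner of the study, which separated elements near the TSS of protein-coding genes from those in or between genes. Of the peaks of a pig library, 12.8% ± 2.77 (SD, n = 16) lay within 2 kb of a protein-coding TSS, 43.8% ± 4.36 (SD, n = 16) elsewhere in protein-coding genes, and 41.5% ± 6.47 (SD, n = 16) between genes. The remaining 1.87% ± 0.23 (SD, n = 16) lay near the TSS of non-coding transcripts only. Sequence within 2 kb of a protein-coding TSS makes up 4.05% of the assembly, and it held 18.1% ± 4.4 (SD, n = 16) of the bases in peaks. The share of TSS proximal peaks was lowest in cerebellum, 8.1% ± 0.92 (SD, n = 2), and highest in spleen, 16.0% ± 0.22 (SD, n = 2).

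Of the 16833 pig regions open in all 8 tissues, 62.1% (95% Wilson confidence interval 61.3 to 62.8) were TSS proximal. Among regions open in 1 tissue the share averaged 3.26% ± 1.38 (SD, n = 8 tissues), ranging from 1.12% in hypothalamus to 4.87% in spleen. The mean difference of 58.8 percentage points had the same sign in all 8 tissues (exact two-sided sign-flip permutation test, p = 0.00781, the smallest possible with n = 8). All 8 differences are taken from the same share of all-tissue regions, so they are not independent, and the test describes only how the 8 shares of 1-tissue regions lie against that value. The alternative that moved it most counted a region when either animal had a peak, which gave 35.6 percentage points. Regions open in 7 tissues were TSS proximal in 20.6% of cases.

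**Figure D4:**
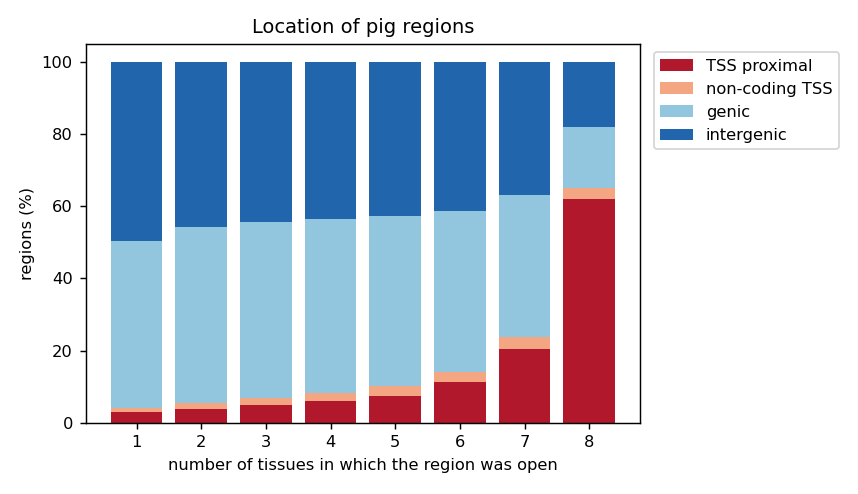
Location of pig regions (vertical axis, percent of regions) by the number of tissues in which they were open (horizontal axis), with each bar divided into TSS proximal, near a non-coding TSS only, genic and intergenic. The TSS proximal part is 2.91% at 1 tissue, 20.6% at 7 tissues and 62.1% at 8 tissues.

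To check the tissue labels, 24 genes known for their use in 1 of the 8 tissues were fixed before the data were examined, 3 for each tissue. For each, the peak bases in the gene and the 10 kb on either side were divided by the bases in all peaks of the library, and the 8 pig tissues were ranked. The gene's own tissue had a mean rank of 2.46 (n = 24 genes), where chance gives 4.5 (one-sided permutation test, p = 1e-05, the smallest that 100000 shuffles can give). It ranked first for 11 of the 24 genes and in the lower 4 ranks for 2, ZIC1 at rank 7 and TLX1 at rank 8. Lists of equal length moved the mean rank most, to 2.17.

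Of the genes the study named for a tissue, 4 are reported here, and the tissue ranked first for each of these 4. FLI1 (chromosome 9, 55612905 to 55749784) had 310 ± 35.4 peak bases per Mb of peaks (SD, n = 2) in spleen and 131 ± 37.0 (SD, n = 7 tissues) elsewhere. ETS1 (chromosome 9, 55377264 to 55512180) had 263 ± 64.8 (SD, n = 2) in spleen and 132 ± 18.4 (SD, n = 7 tissues) elsewhere. ALB (chromosome 8, 69643427 to 69663152) had 91.6 ± 47.8 (SD, n = 2) in liver and 11.8 ± 9.39 (SD, n = 7 tissues) elsewhere. FOXA2 (chromosome 17, 29997397 to 30001704) had 53.0 ± 4.47 (SD, n = 2) in liver and 16.5 ± 10.9 (SD, n = 7 tissues) elsewhere. In 6 of the 25 genes reported by name, ALB, ACTN3, CKM, MYOD1, ETS1 and FLI1, both libraries of the gene's tissue lay above all 14 others. Chance would give this for 0.833% of genes if all libraries were exchangeable. Libraries of one tissue are alike, so the chance share can be higher, and it was not estimated. ETS1 and FLI1 also lie close together on chromosome 9 and are not independent.

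**Figure D5:**
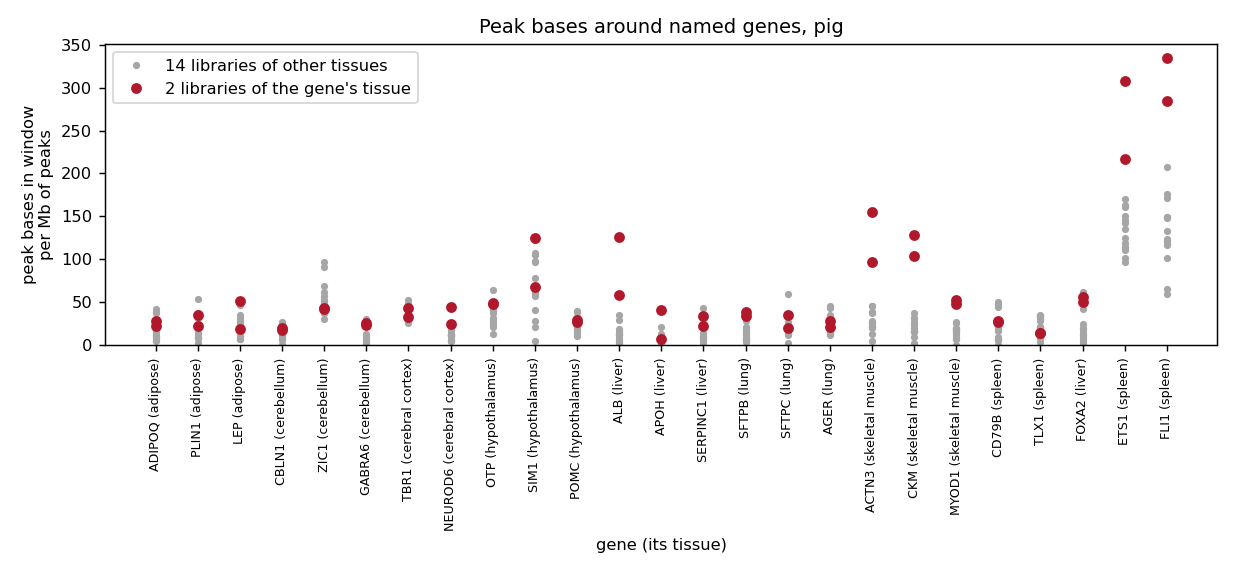
Peak bases in a gene and the 10 kb on either side, per Mb of peaks of the library (vertical axis), for 25 named genes in pigs (horizontal axis, with the gene's tissue in parentheses). Red points are the 2 libraries of the gene's tissue and gray points the 14 libraries of other tissues; FLI1 in spleen has the highest mean, 310 per Mb of peaks.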

Values the study reported

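The study reported 1,038,779,370 ATAC-seq reads over 16 pig samples and 1,190,252,653 over 15 cattle samples. Of the active regulatory elements it identified, 75 ± 12% in pigs and 69 ± 15% in cattle lay in accessible chromatin.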

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

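All tests in this part were chosen after the result was seen. In spleen, both cattle had more peaks than the mean of their own 7 tissues with both animals in both species, and both pigs had fewer. On the log2 scale the deviations were 0.19 in M08, 0.63 in M22, -0.32 in P348 and -0.36 in P350, and the mean deviation was 0.75 higher in cattle than in pigs. In skeletal muscle the deviations were 0.15 and 0.02 in cattle and -0.06 and -0.43 in pigs, a difference of 0.33. These tissues stood out because every animal of one species moved one way and every animal of the other the opposite way, and the difference itself was not tested.

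The order of tissues may part by species by chance. Shuffling the tissues within each animal gave at least 2 such tissues in 22% of 100000 draws, so chance is not excluded. A second candidate explanation is weak peaks near the limit of the lists, whose number can move with depth. With only peaks of q under 0.0001 the spleen difference changed sign to -0.34 and the skeletal muscle difference fell to 0.10, and the animals no longer parted by species in either tissue. At the limits between, the differences stayed positive. Under a limit of 0.05 the spleen difference was 0.83 and its animals still parted by species, while the skeletal muscle difference was 0.28 and its animals did not. Under 0.01 the differences were 0.55 and 0.17, and the animals parted by species in neither tissue. Read depth per library, which was not used here, the cell makeup of the tissue samples and a difference between the species stay open, as untested.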

How the results depend on the processing

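Apart from those named as chosen after the data were seen, the alternatives were fixed before the data were examined. The replicate overlap in cattle and pigs, the TSS proximal share in pigs, the marker gene rank in pigs and the peak number difference between species kept their direction and their side of the threshold under every alternative run. Replicate overlap ranged from 0.0962 to 0.203 in cattle and from 0.124 to 0.238 in pigs. The TSS proximal difference ranged from 35.6 to 78.7 percentage points (its 8 differences share one term, so its p adds little here), the mean marker rank from 2.17 to 2.71, and the log2 difference in peak number from -0.45 to -0.08 (exact p from 0.141 to 0.906). For peak numbers, merging peaks closer than 500 bp joined no peaks within a list, because the closest peaks in each of the 31 lists were 801 bp apart, so it says nothing about the stability of these numbers. Where peaks of all libraries of a species were merged into regions, this setting did move values, and the TSS proximal difference was then 58.35 percentage points. Merging peaks within a list at 1000 bp, chosen after seeing this, gave -0.19 for the species and 0.35 and 0.02 for the cattle and pig animals.

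With lists of equal length the log2 difference in covered length was -0.19 (exact sign-flip p = 0.0234), past the threshold that it missed in the whole lists. The number of peaks was then fixed, so this value compares mean peak width and is not a stronger form of the whole-list result. Lists of equal length also brought the brain tissue overlap in cattle past the threshold, at 0.0579, as did a reciprocal overlap of 50%, at 0.0549. Over the animals left out in turn, covered length ran from -0.63 to -0.18, brain tissue overlap from -0.0235 to 0.125 in cattle and from 3.0e-04 to 0.036 in pigs.

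Some differences changed sign. The brain tissue overlap in cattle went from 0.00375 to -0.0235 without M08, and the spleen difference in peak number between the species, taken against the other tissues, from 0.75 to -0.34 with q under 0.0001. The pig difference in peak number was -0.0383 with q under 0.0001, and that setting gave a same-animal overlap of -1.5e-04 in cattle. In pigs the same-animal overlap turned positive with lists of equal length (4.1e-04), with peaks overlapping by 1 bp (7.9e-05) or reciprocally by 50% (3.0e-05), and with a tissue left out, adipose (5.1e-04), hypothalamus (0.00106) or skeletal muscle (8.0e-04). Over all tissues left out in turn it ran from -7.6e-04 to 0.00106.

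Shares of regions moved with nearly every setting. For 1 tissue, the shares in cattle and pigs were 55.98% and 48.8% with q under 0.05, 58.8% and 53.9% under 0.01, 57.9% and 57.7% under 0.0001, 54.2% and 50.7% with lists of equal length, 42.6% and 43.1% with either animal, 54.2% and 45.6% with merging at 500 bp, 79.2% and 73.1% with 50% of the region covered, and 46.8% and 45.4% without cerebellum. On autosomes the pig share was 46.9%. Without one animal they ran from 46.4% to 50.9% in cattle and from 45.8% to 50.8% in pigs. For all tissues, the shares were 3.03% and 5.42% under 0.0001, 8.67% and 6.17% with lists of equal length, 5.24% and 6.42% with either animal, 3.64% and 6.10% with merging at 500 bp, 0.822% and 2.15% with 50% of the region covered, and 5.39% and 8.26% without cerebellum. With lists of equal length the cattle share for all tissues was above the pig share, the reverse of the order in the whole lists. The lists were of equal length only within a species, 37204 peaks in cattle and 99960 in pigs. This reversal therefore cannot be read as a difference between the species. On autosomes the cattle share was 3.47%. Without one animal they ran from 3.45% to 4.57% in cattle and from 4.44% to 5.03% in pigs. A rule that asks for more agreement or coverage opens fewer tissues per region by its construction.

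Because animals pair the tissues, a replicate block was also used. With tissue labels shuffled within animals and only pairs from different animals compared, the replicate overlap was 0.115 in cattle (exact p = 1.98e-04) and 0.153 in pigs (exact p = 2.5e-05). With pairs from one animal only, the brain tissue overlap was 0.00344 in cattle (exact p = 0.536) and 0.0181 in pigs (exact p = 0.214). The block changed no call.

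The TSS proximal share and marker gene rank in cattle and the match of tissues between species, with their alternatives, were not run, because no cattle annotation was used here. Read depth per library was not used here, so its effect on list length was not measured.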

Other observations

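The overlaps with lists of equal length, and the shares of regions open in 1 tissue with a stricter q-value, with lists of equal length or with either animal, were planned before the data were examined, although reading the brain overlap as a test of list length, or these shares against the cerebellum library, was decided after the values were seen. The other tests in this part were chosen after the result was seen. The deposited lists run past the stated q-value limit of 0.05. Of 4267949 peaks in all lists, 384630 (9.01%) had a q-value above 0.05. A limit of q 0.1 in the lists is a candidate explanation, since 0 of these peaks had a −log10 q below 1 and the lowest value was 1.00. No biological explanation was tested.

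Brain tissues overlapped hardly more with each other than with other tissues in the whole cattle lists. Lists of different length are a candidate explanation. With lists of equal length the cattle difference rose to 0.0579 (exact p = 0.0179). The hypothalamus library of M22, which has the shortest list, could not be shown to be the whole cause, since without it the difference was 0.0199 (exact p = 0.214). The likeness of libraries from one animal shrank in cattle from 0.00633 to 3.7e-05 with lists of equal length (exact p = 1) and was 4.1e-04 in pigs (exact p = 0.703). Since neither main value was past the threshold, these values do not settle whether list length matters there.

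The share of regions open in 1 tissue was 8.34 percentage points higher in cattle than in pigs, and this gap was 1.45 without cerebellum. The single cattle cerebellum library, for which no agreement between animals was required, is a candidate explanation. With a peak of either animal, which asks for no agreement in any tissue, the shares in cattle and pigs were 42.6% and 43.1%, as this explanation would have it. The gap also narrowed in settings that kept the rule for this library, with shares of 57.9% and 57.7% with only peaks of q under 0.0001, and of 54.2% and 50.7% with lists of equal length. Both settings shorten the cerebellum list itself, of whose 215310 peaks 21.9% had q under 0.0001, so they cannot argue against this explanation. Lists of equal length also held 37204 peaks in cattle and 99960 in pigs. How much of the gap comes from the cerebellum library is therefore left open, and a difference between the species was not tested.

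The percentage of peaks on the X chromosome ran in a similar order over tissues in both species. It was 2.13% in cattle cerebellum and 2.178% in pig cerebellum, the highest in each, and 1.29% and 1.18% in adipose, the lowest in each. Over 8 tissues Pearson's r was 0.757 (exact permutation p = 0.0286) and Spearman's rho 0.786 (exact permutation p = 0.0279). After Benjamini-Hochberg adjustment over 3 relations between the species (this one, log2 peak number and median peak width) the values were 0.0859 and 0.0838. The tissues come from the same animals and are not independent samples of them. Without adipose and cerebellum r was 0.316 (exact permutation p = 0.549, n = 6). Leaving out the lowest and the highest tissue lowers a correlation by construction. This value therefore cannot show whether the relation rests on adipose and cerebellum. List length and weak peaks may account for the relation. Spearman's rho was 0.405 with lists of equal length (exact permutation p = 0.327). It was 0.214 with only peaks of q under 0.0001 (exact permutation p = 0.619).

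Mitochondrial peaks were present in all 31 lists, between 2 and 6 in each. Peaks on the Y chromosome were listed in each pig library, between 71 and 595, and in 0 cattle libraries. Whether the cattle assembly used for alignment included a Y sequence was not examined.

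The pig region with the highest minimum fold over all libraries has 73.5% GC. Of its 346 words of 25 bases, 17.6% occurred at another place of the assembly, which argues against reads shared with listed copies as the whole source. The pig mitochondrial genome held 0% of the words, which argues against mitochondrial DNA. Copies missing from the assembly stay open, and no biological explanation was tested.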
